A study of Homo sapiens with 15 samples.

How the data were processed

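Bulk RNA sequencing was represented by 1 file per library, with 15 libraries in 4 groups. Each deposited file holds raw read counts per gene, as the authors made them: an Ensembl gene ID, a gene symbol that is blank for some genes, and a whole-number count. The files have no header. No aligner, counting program, genome build, annotation release or strand setting is stated per the labels' protocols, which for the libraries name only a lysis buffer and a sequencing provider. The counts were taken as unnormalized from their values, since they are whole numbers whose totals differ between libraries.

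Each file lists 58735 gene IDs, and all 58735 are found in GENCODE release 29, with no gene of its primary assembly missing. Symbols are given for 42095 of the IDs and are blank for 16640. Coordinates are those of GENCODE 29 on the GRCh38 assembly, 1-based, chosen because the IDs match; the authors' own build is not stated. Since the strand setting is unknown, counts of genes whose exons overlap another gene, and of genes with near-identical copies, are less certain.

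Libraries were grouped by their labels: VEC, D14 and D18 with 4 libraries each, and HDLEC with 3. The labels give each library a batch number, 1 to 4 in the WTC11-derived groups and 1 to 3 in HDLEC. Replicates were compared before averaging. Chi-square per degree of freedom over genes lay between 8.72 and 141 in the 21 pairs of libraries of one group, above the value near 1 expected when a library is sequenced again. This excludes only repeated sequencing of a library. It does not show that the libraries come from separate cultures, and each was treated as a replicate because the labels number them so. Whether the numbers pair the libraries was checked by correlating deviations from the group means. The labels state that the number is a batch, so it pairs the 3 WTC11-derived groups. Same-numbered D14 and D18 libraries correlated at 0.35 to 0.73, D14 and VEC libraries at 0.04 to 0.58, and D18 and VEC libraries at -0.05 to 0.55. Libraries with different numbers correlated at -0.50 to 0.33, -0.46 to 0.31 and -0.46 to 0.28, so the lowest same-numbered values against VEC lay within the range of different numbers. HDLEC libraries and same-numbered libraries of the other groups correlated at -0.09 to 0.06, so they share only a number.

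Genes changed were called with edgeR 4.0.16 in R 4.3.3 (filterByExpr by group, TMM normalization, glmQLFit with robust estimation and glmQLFTest, two-sided), at a Benjamini-Hochberg adjusted p under 0.05. The comparisons D14 vs VEC, D18 vs D14 and D18 vs VEC used 1 fit of the 12 WTC11-derived libraries, with 15858 genes tested. The batch number entered the fits only as an alternative. The comparisons of VEC, D14 and D18 with HDLEC used 1 fit of all 15 libraries, with 16806 genes tested. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Group values are means and SDs of CPM, counts relative to library totals scaled by the TMM factors of the 15-library fit. TMM factors were 1.08 to 1.18 in VEC, 0.98 to 1.02 in D14, 0.94 to 1.00 in D18 and 0.82 to 0.95 in HDLEC.

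The design, the tests, 11 marker lists, most of the alternatives and the rule for naming genes were fixed before the data were examined. The lists were lymphatic endothelial, pan-endothelial, blood endothelial, arterial, venous, pluripotency, cardiomyocyte, mesenchymal, haematopoietic, epithelial and cell cycle. Lists were tested with limma 3.58.1 camera (preset correlation 0.01), adjusted over the 66 tests of 11 lists in 6 comparisons. A list's value is the median log2 fold change of its tested genes. Where a group had 0 counts of a gene, the median is also given with that gene at the bound that 3 counts allow.

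The distance to HDLEC is the root mean square over genes of the difference in log2 CPM (prior count 2) between a library and the mean of the 3 HDLEC libraries. Differences of stage means were tested with an exact two-sided permutation test, whose smallest p with 4 against 4 libraries is 0.0286, adjusted over 3 comparisons. The share of changes toward HDLEC is the percent of called genes whose change from VEC has the sign of the HDLEC minus VEC difference. Because VEC enters both differences, the share was also computed in 20 simulated data sets in which the HDLEC effects were permuted among genes of like VEC expression, and in 20 in which no group changed.

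The direction of a list under an alternative is the direction that the test gave. The named genes are PROX1, LYVE1, PDPN, FLT4, PECAM1, CDH5 and ACTN2, members of a list where it is described, and those chosen by size. The latter are the 4 largest rises and 4 largest falls in D14 vs VEC, D18 vs D14 and D18 vs HDLEC. They had to be called, carry a symbol, reach a mean of 10 CPM in the higher group and 10 counts summed over the lower group, and show no overlap between the libraries of both groups. Genes that can carry information about a donor, mitochondrial genes and unnamed loci were left out of naming. In D18 vs D14 the remaining called genes were named after their values were seen. Values of 1 list gene are not reported here.

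The code was tested on simulated counts drawn from the real means, depths and dispersions, with 200 genes of at least 10 CPM changed. For D14 vs VEC, edgeR recovered 88.5% of the 200 changed genes among 15570 tested, with 12 false calls, and for D18 vs HDLEC 90.0% among 16455, with 7 false calls. For D18 vs D14 it recovered 86.0% among 15522, with 8 false calls. Shifts shared by same-numbered libraries were also added to the D18 vs D14 simulation, with 15532 genes tested. There edgeR recovered 2.5% without the batch number in the fit and 86.0% with it. The size of these shifts was chosen, not estimated, and the dispersions already held the real differences between batches. In the simulations without shifts, DESeq2 recovered 94.5% for D18 vs D14, with 37 false calls, and 95.0% for D18 vs HDLEC, with 30.

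Alternatives were RLE size factors, no filter on low counts, a stricter filter (at least 10 counts in every library of 1 of the 2 groups), DESeq2 1.42.0, only the libraries of the 2 groups compared, a replicate block (the batch number as a term), an absolute log2 fold change of at least 1, fry and an estimated correlation for the lists, other distances, and each replicate left out in turn. Adjusted p-values that DESeq2 left undefined were kept so. Leaving out batch 4 and scaling to total counts were added after the data were seen.

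Total counts per library were 16231698 to 22297640, so a gene with 0 counts in a group is bounded at about 0.04 CPM in VEC, D14 and D18 and 0.059 CPM in HDLEC (3 counts). These bounds cover counting error only. Reads carried no stated molecular identifiers.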

Results

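RNA sequencing counts were compared between 3 stages of a differentiation toward lymphatic endothelial cells (LECs) and a lymphatic endothelial reference. The starting cells were WTC11, an established human induced pluripotent stem cell line, here with a green fluorescent protein (mEGFP) tag on 1 allele of ACTN2, a gene of the muscle sarcomere. One stage, labelled VEC, was treated with EGF and bFGF. The other stages were sampled at day 14 (D14) and day 18 (D18) and treated with EGF and VEGFC. The labels explain neither VEC nor its time point, so reading it as the first stage is an assumption made below, and differences from VEC hold both time and treatment. Each stage had 4 libraries, numbered by batch from 1 to 4. The control, HDLEC, is the usual abbreviation for human dermal lymphatic endothelial cells and had 3 libraries. The labels do not state whether these come from 1 source or several. If from 1, their SD and the p-values against HDLEC leave out differences between sources. The series sets out to make LECs without feeder cells, so the comparisons ask what changed between stages and how far each stage lay from HDLEC.

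The 15 libraries held 16231698 (HDLEC replicate 1) to 22297640 (D14 replicate 2) counts. Genes with at least 1 count numbered 22159 to 25157 per VEC library, 21747 to 22532 in D14, 20686 to 22285 in D18 and 19873 to 21447 in HDLEC. Mitochondrial genes took 0.716% to 6.14% of the counts. The first principal component of log2 CPM held 51.7% of the variance and parted HDLEC from the other groups. The second held 19.6% and parted VEC from D14 and D18. The third held 12.6% and parted batch 4 from batches 1 to 3 in each of the 3 stages.

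**Figure D1:**
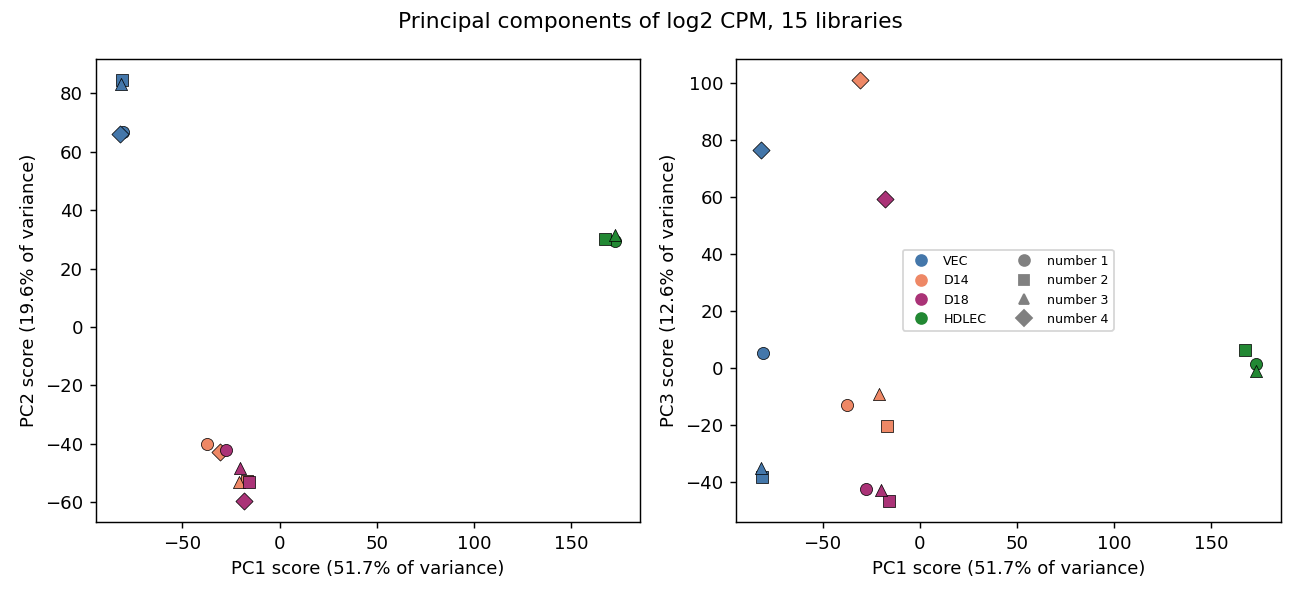
Scores of the 15 libraries on principal components 1 and 2 (left) and 1 and 3 (right) of log2 CPM, with the percent of variance on each axis; colour gives the group and shape the number in the labels. HDLEC lie apart on component 1 (51.7% of variance), and the 3 batch 4 libraries have the highest scores on component 3 (12.6%).

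The comparison of D14 with VEC asks what changed as the treatment went from EGF and bFGF to EGF and VEGFC. Of 15858 genes tested, 5465 were called, 2714 higher and 2751 lower in D14. Among these, 2390 also changed by at least 2-fold, which was the alternative that moved the count most. Scaling to total counts moved the split of calls: 34.6% of 5764 calls were then higher, against 49.7% of the 5465.

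By the naming rule, the largest rises at D14 were IL1RL1, POSTN, NR2F1 and SHISA3. IL1RL1 (ENSG00000115602; chromosome 2, 102311502 to 102352037, protein coding) went from 1.25 ± 0.314 CPM (SD, n = 4) in VEC to 1155 ± 540 CPM (SD, n = 4) in D14, a log2 fold change of 9.81 (SE 0.66, adjusted p 7.20e-06). POSTN (ENSG00000133110; chromosome 13, 37562583 to 37598844) went from 0.257 ± 0.357 to 215 ± 142 CPM, NR2F1 (ENSG00000175745; chromosome 5, 93583224 to 93594615) from 0.428 ± 0.199 to 175 ± 65.5 CPM, and SHISA3 (ENSG00000178343; chromosome 4, 42397839 to 42402487) from 0.127 ± 0.224 to 46.5 ± 16.7 CPM. The largest falls were in CARTPT, APLNR, CBLN1 and SMTNL1. CARTPT (ENSG00000164326; chromosome 5, 71719163 to 71721048) went from 158 ± 133 CPM in VEC to 0.227 ± 0.424 CPM in D14, a log2 fold change of -9.52 (SE 1.12, adjusted p 0.000145). Most of its D14 mean came from replicate 1 (0.863 CPM, against 0.0456, 0 and 0 CPM). Without that library the log2 fold change was -12.74. APLNR (ENSG00000134817; chromosome 11, 57233577 to 57237314) went from 174 ± 109 to 0.578 ± 0.420 CPM, CBLN1 (ENSG00000102924; chromosome 16, 49277917 to 49281831) from 32.0 ± 13.7 to 0.164 ± 0.126 CPM, and SMTNL1 (ENSG00000214872; chromosome 11, 57542641 to 57550274) from 36.5 ± 14.7 to 0.428 ± 0.485 CPM. All 8 are annotated as protein coding, and in each of them the libraries of both groups did not overlap.

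The comparison of D18 with D14 asks what changed over the last interval under the same treatment. In the planned fit, which leaves out the batch number, 9 of 15858 genes were called, 6 higher and 3 lower in D18. There 2418 genes had an unadjusted p under 0.05, against 793 given by chance. With the batch number as a replicate block the count was 385 (253 higher, 132 lower), and all 9 were among them. Same-numbered D14 and D18 libraries correlated at 0.35 to 0.73, and those with different numbers at 0.33 or less. The fit with the block uses this pairing and the planned fit does not, so the 9 calls do not measure how little changed. Fitting only D14 and D18 gave 204 calls (32 higher, 172 lower), and DESeq2 gave 668 (336 higher, 332 lower), so the balance of directions depended on the fit. In the simulated D18 vs D14 counts, DESeq2 made 37 false calls and edgeR 8. The 9 calls lay near the threshold, and most fits with fewer libraries lost them. Of the 8 fits that each left out one replicate, 6 gave 0 calls (with 1752 to 2398 genes at an unadjusted p under 0.05). The fit without D18 replicate 1 gave 8, and the fit without D18 replicate 4 gave 237. The fold changes moved less: that of ARHGEF37 ranged from 1.71 to 2.04 (log2) and that of GK from -1.56 to -1.38. In each of the 9 genes the libraries of both groups did not overlap.

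The rule named 4 rises and 2 falls among the 9, all with an adjusted p of 0.0443. ARHGEF37 (ENSG00000183111; chromosome 5, 149551947 to 149634968) went from 3.49 ± 0.597 CPM (SD, n = 4) to 12.7 ± 4.75 CPM (SD, n = 4), a log2 fold change of 1.88 (SE 0.27). DNAJB4 (ENSG00000162616; chromosome 1, 77979175 to 78017964) rose by 1.18 on the log2 scale, ART4 (ENSG00000111339; chromosome 12, 14825569 to 14843533) by 1.09 and NIPAL2 (ENSG00000104361; chromosome 8, 98189833 to 98294393) by 1.00. ARID3B (ENSG00000179361; chromosome 15, 74541177 to 74598131) fell by 0.90 and TUBA1B (ENSG00000123416; chromosome 12, 49127782 to 49131397) fell by 0.82. TUBA1B belongs to a family of near-identical tubulin genes and shares 36.6% of its exon bases with another annotated gene, so its count is uncertain. The other called genes, named after their values were seen, were CITED4 (ENSG00000179862; 0.98), AFMID (ENSG00000183077; 0.72) and GK (ENSG00000198814; -1.47). Leaving out single replicates cost ARHGEF37 and DNAJB4 their call in 6 of 8 fits and the other 7 genes theirs in 7 of 8, with the direction kept each time.

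Between D18 and VEC, 5222 of 15858 genes were called, 2767 higher and 2455 lower in D18, and 2351 of them changed by at least 2-fold. Scaled to total counts, 30.5% of 6196 calls were higher, against 53.0% of the 5222.

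Each stage was then compared with HDLEC over 16806 genes. VEC differed in 9495 genes (4985 higher, 4510 lower than HDLEC), D14 in 7074 (3835 higher, 3239 lower) and D18 in 6296 (3447 higher, 2849 lower). At least 2-fold differences numbered 5766, 4284 and 3916. Total-count scaling raised the share of calls that were higher than HDLEC from 52.5% to 71.2% for VEC, from 54.2% to 68.0% for D14 and from 54.7% to 64.7% for D18.

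By the naming rule, the largest differences above HDLEC at D18 were in GJA5, SEMA5A, HAPLN1 and COL1A1. GJA5 (ENSG00000265107; chromosome 1, 147756199 to 147773362) was at 2565 ± 483 CPM (SD, n = 4) in D18 and 0.339 ± 0.538 CPM (SD, n = 3) in HDLEC, a log2 fold change of 12.95 (SE 0.98, adjusted p 3.39e-07). Most of its HDLEC mean came from replicate 3 (0.959 CPM, against 0 and 0.0584 CPM). Without that library the log2 fold change was 16.02. GJA5 shares 20.3% of its exon bases with another annotated gene. SEMA5A (ENSG00000112902; chromosome 5, 9035026 to 9546075) was at 853 ± 277 against 0.216 ± 0.0727 CPM, HAPLN1 (ENSG00000145681; chromosome 5, 83637805 to 83721613) at 1321 ± 430 against 0.469 ± 0.508 CPM, and COL1A1 (ENSG00000108821; chromosome 17, 50183289 to 50201632) at 2483 ± 1896 against 0.931 ± 0.946 CPM. The largest differences below HDLEC were in LINC01235, LAMP3, ADRB1 and TNFAIP8L3. LINC01235 (ENSG00000270547; chromosome 9, 13406380 to 13433053, a long intergenic noncoding RNA) was at 0.368 ± 0.248 CPM in D18 and 515 ± 12.2 CPM in HDLEC, a log2 fold change of -10.44 (SE 0.46, adjusted p 4.10e-09). LAMP3 (ENSG00000078081; chromosome 3, 183122213 to 183163839) was at 0.286 ± 0.496 against 321 ± 122.9 CPM, ADRB1 (ENSG00000043591; chromosome 10, 114044056 to 114046908) at 0.191 ± 0.243 against 165 ± 20.2 CPM, and TNFAIP8L3 (ENSG00000183578; chromosome 15, 51056598 to 51105276) at 0.198 ± 0.157 against 152 ± 51.4 CPM. The log2 fold change of LAMP3 went from -10.03 to -12.77 without D18 replicate 4. The 7 genes other than LINC01235 are annotated as protein coding.

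Lymphatic and endothelial genes fixed in advance were read in each group. PROX1 (ENSG00000117707; chromosome 1, 213983181 to 214041502), a transcription factor gene of lymphatic endothelium, was at 294 ± 39.3 CPM (SD, n = 3) in HDLEC, 3.21 ± 0.935 in VEC, 0.741 ± 0.977 in D14 and 0.625 ± 0.670 in D18 (SD, n = 4 each). Its log2 fold change against HDLEC was -6.51 in VEC (SE 0.68, adjusted p 3.57e-06), -8.60 in D14 (SE 0.77, adjusted p 1.49e-06) and -8.82 in D18 (SE 0.78, adjusted p 1.51e-06). PDPN (ENSG00000162493; chromosome 1, 13583465 to 13617957) was at 919 ± 35.9 CPM in HDLEC and 1.38 ± 2.65 CPM in D18, a log2 fold change of -9.33 (SE 1.77, adjusted p 0.00101). Most of the D18 mean came from replicate 4 (5.36 CPM, against 0, 0 and 0.163 CPM), and without it the log2 fold change was -13.78. LYVE1 (ENSG00000133800; chromosome 11, 10556966 to 10611689) was at 229 ± 188 CPM in D18 and 40.4 ± 33.7 CPM in HDLEC, a difference within the replicate spread (log2 fold change 2.50, SE 1.07, adjusted p 0.0840). It was called without D18 replicate 4 (2.88) and with DESeq2 (2.50). FLT4 (ENSG00000037280; chromosome 5, 180601506 to 180649624) was at 581 ± 243 CPM in D18 and 422 CPM in HDLEC (393.6 to 437.1, n = 3), and was not called in any of the 6 comparisons with all libraries and no block. The same held for PECAM1 (ENSG00000261371; chromosome 17, 64319415 to 64413776; 3651 ± 1128 against 2794 ± 715 CPM) and CDH5 (ENSG00000179776; chromosome 16, 66366622 to 66404786; 2768 ± 558 against 2015 ± 495 CPM), except that total-count scaling called CDH5 in VEC vs HDLEC (0.78). With batch 4 left out, FLT4 (0.70), PECAM1 (0.59), CDH5 (0.56) and LYVE1 (2.88) were called above HDLEC at D18, as were FLT4 (0.58) and CDH5 (0.62) at VEC. FLT4 was then also called lower in D14 than in VEC (-0.63), and PECAM1 higher in D18 than in D14 (0.69) and VEC (0.90). Also called were PROX1 (-3.48 in D14 vs VEC and -3.33 in D18 vs VEC) and, in D18 vs VEC, PDPN (-5.23), LYVE1 (2.37) and TBX1 (3.67). ACTN2 (ENSG00000077522; chromosome 1, 236686454 to 236764631), the tagged gene, was too low to test, with 19 counts summed over the 4 VEC libraries, 10 in D14, 4 in D18 and 2 over the 3 HDLEC libraries.

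**Figure D2:**
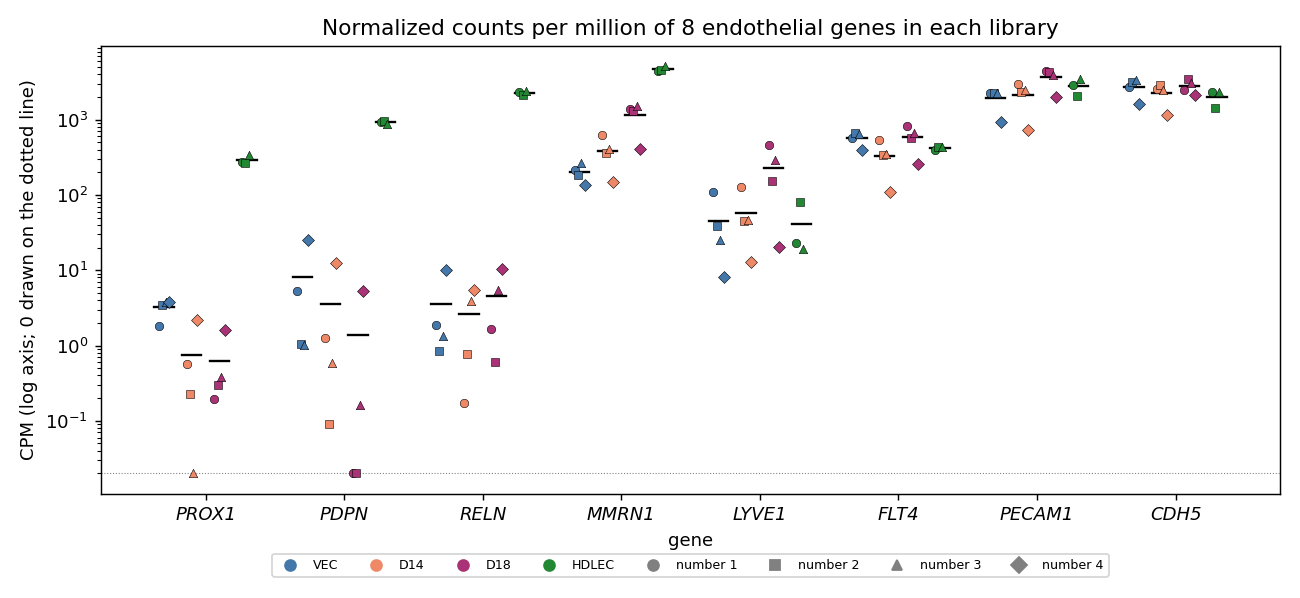
CPM of 8 endothelial genes in each library on a log axis; colour gives the group, shape the number in the labels, black bars group means, and values of 0 sit on the dotted line. PROX1 and PDPN average 294 and 919 CPM in HDLEC against 0.625 and 1.38 CPM in D18, while CDH5 averages 2015 CPM in HDLEC and 2768 CPM in D18.

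The replicate block changed several of these calls between stages. With the batch number in the fit, PROX1 was called lower than in VEC at D14 (log2 fold change -2.71) and D18 (-2.84), as was PDPN (-1.70 and -3.40), and FLT4 at D14 (-0.99). LYVE1 was then called higher in D18 than in D14 (1.82) and VEC (2.26), and PECAM1 likewise (0.89 and 0.94). TBX1 was called higher in D18 than in VEC (2.42). With all libraries and no block, edgeR called none of these, while DESeq2 called PROX1 (-2.36), LYVE1 (2.33) and TBX1 (2.04) in D18 vs VEC. The fit of D18 and VEC alone also called PROX1 (-2.33). Single libraries decided some: without D14 replicate 4 PROX1 was called lower in D14 than in VEC (-3.56), and without D18 replicate 4 PROX1 (-3.43), PDPN (-6.96) and LYVE1 (2.72) were called in D18 vs VEC. LYVE1 was also called there without VEC replicate 1 (3.27), and TBX1 without VEC replicate 4 (4.03).

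The marker lists gave 24 calls among 66 camera tests, of which 20 also passed with fry and 0 with an estimated correlation between genes (12 then had an unadjusted p under 0.05). The lymphatic endothelial list lay below HDLEC at every stage, with a median log2 fold change of -2.18 in VEC (adjusted p 0.0116), -1.28 in D14 (0.00245) and -2.02 in D18 (0.00414). Without the filter these medians were -2.81, -2.36 and -2.23, and with the replicate block -2.30, -1.81 and -1.84. How D14 ranked against D18 thus depended on the fit, while the list was called each time. Of its 15 genes tested in D18 vs HDLEC, 10 were lower, 11 were called when adjusted over the list alone and 10 when adjusted over all genes. MMRN1 (ENSG00000138722; chromosome 4, 89879532 to 89954629) rose from 199.7 ± 55.6 CPM in VEC to 1149.9 ± 507 CPM in D18 (SD, n = 4 each), a log2 fold change of 2.51 (SE 0.47, adjusted p 0.00210), and stayed below the 4659 ± 389 CPM of HDLEC (-2.02, SE 0.45, adjusted p 0.00291). RELN (ENSG00000189056) and TBX1 (ENSG00000184058) had log2 fold changes of -8.96 and -7.60 in D18 vs HDLEC. FOXC2 (ENSG00000176692) rose by 2.31 on the log2 scale from VEC to D18, to 69.4 ± 14.4 CPM (SD, n = 4), and did not differ from the 62.6 ± 3.75 CPM (SD, n = 3) of HDLEC (0.15, SE 0.22, adjusted p 0.633).

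The blood endothelial list lay above HDLEC at every stage (medians 4.68 in VEC, 3.71 in D14 and 3.92 in D18), as did the arterial list (5.59, 3.42 and 3.67), with adjusted p-values of 1.24e-06 and 1.31e-07 at D18. In D18, 6 of 8 blood endothelial genes were called adjusted over the list alone and 6 over all genes; for the arterial list these were 9 and 9 of 11. All 6 were higher in D18, and of the 9 arterial genes 8 were higher and 1 lower. Without batch 4 the blood endothelial list was called lower than in VEC at D14 (-0.85) and D18 (-0.67). The arterial list was lower in D14 than in VEC (median -1.16, adjusted p 0.00453). This median went from -1.41 without D14 replicate 1 to -0.75 without D14 replicate 4, called each time. The arterial list was also lower in D18 than in VEC (-0.72, adjusted p 0.0293). That call was lost with fry, with total-count scaling, and without VEC replicate 2 (-0.56), VEC replicate 3 (-0.62) or D18 replicate 4 (-0.60). The pan-endothelial list was not called against HDLEC at any stage with all libraries and no block (0.44, 0.14 and 0.42), was called at D18 without batch 4 (0.57), and was called higher in D18 than in D14 (0.31, adjusted p 0.00828), but not with fry, without D14 replicate 4 (0.16) or without D18 replicate 2 (0.25). Without D18 replicate 4 it was called higher in D18 than in VEC (0.27). Its members differed from HDLEC in both directions: adjusted over the list alone, 5 of 16 were called higher and 5 lower in VEC, 4 and 3 in D14, and 5 and 3 in D18. The venous list was not called by camera in any comparison with all libraries and the filter on low counts (medians 1.11 in D14 vs VEC and -0.76 in D18 vs HDLEC). It was called below HDLEC at VEC without the filter (-1.79) or batch 4 (-2.26), at D14 and D18 in the fits of 2 groups alone (-1.31 for each), and at each stage by fry. Of its 7 genes, 2 were called higher and 4 lower in D18 than in HDLEC, adjusted over the list alone.

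The pluripotency list fell from VEC to D14 (median -1.85, adjusted p 0.000356) and to D18 (-3.72, adjusted p 2.35e-06). It was called in every fit that left out a replicate, with medians from -3.36 (without D14 replicate 4) to -1.58 at D14 and from -5.23 (without D18 replicate 4) to -2.81 at D18. From D14 to D18 it fell by 1.25 (adjusted p 0.00158), a call lost with fry and without D14 replicate 4, where the median was 0.26. Against HDLEC at D18, with the 4 genes at 0 counts in HDLEC set to their bound, its median was 3.29 (adjusted p 0.00131). The cell cycle list was higher in D14 than in VEC (0.94, adjusted p 0.00320; 16 of 16 genes higher) and lower in D18 than in D14 (-0.82, adjusted p 4.51e-09; 16 of 16 genes lower, 0 called adjusted over the list alone and 0 over all genes, 9 with an unadjusted p under 0.05), the latter not with fry. It stayed above HDLEC at D18 (1.55, adjusted p 0.00771). The mesenchymal list was above HDLEC at D14 and D18 (medians 4.95 and 5.33 with bounds, adjusted p 0.00684 for each). At VEC its median was 4.62 with bounds, not called by camera with all libraries, the filter and no block. Fry called it there, as did camera without the filter (4.31, without bounds). The cardiomyocyte, haematopoietic and epithelial lists were not called by camera in any comparison with all libraries, the filter on low counts and no block. The fits of 2 groups alone called the haematopoietic list in D14 vs VEC (-3.45) and D18 vs VEC (-4.02). Without the filter the cardiomyocyte list was called in D18 vs D14 (-1.49), D18 vs VEC (-2.27) and VEC vs HDLEC (5.81), medians without bounds. The haematopoietic list was then called in D14 vs VEC (-2.78) and D18 vs VEC (-2.27), also without bounds. Their medians in D18 vs VEC with the filter were -2.17, -1.61 and -1.79, and there fry called the cardiomyocyte and haematopoietic lists. Fry also called the haematopoietic list in D14 vs VEC, both lists in VEC vs HDLEC and the cardiomyocyte list in D14 vs HDLEC. Single libraries moved the D18 vs VEC medians, from -4.00 without D18 replicate 4 to -0.19 without VEC replicate 4 for the cardiomyocyte list and from -5.83 to -0.11 for the epithelial list without the same libraries. The cardiomyocyte list was called lower in D18 than in D14 (-1.47 with all libraries) in 4 of the 8 fits that left out a replicate, with medians of -2.004 without D18 replicate 4 and -1.68, -1.79 and -1.75 without D14 replicates 1, 2 and 3. Without D14 replicate 4 its median was 0.35 and it was not called. The epithelial list in D18 vs D14 went from -5.65 without D18 replicate 4 to 1.71 without D14 replicate 4, and was called in neither. With the replicate block, the cardiomyocyte and epithelial lists were called lower in D18 than in D14 (-0.97 and -1.69) and VEC (-2.26 and -2.99), the blood endothelial list lower in D14 than in VEC (-0.76), and the arterial list higher in D18 than in D14 (0.12), as it was without D14 replicate 1 (0.21).

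**Figure D3:**
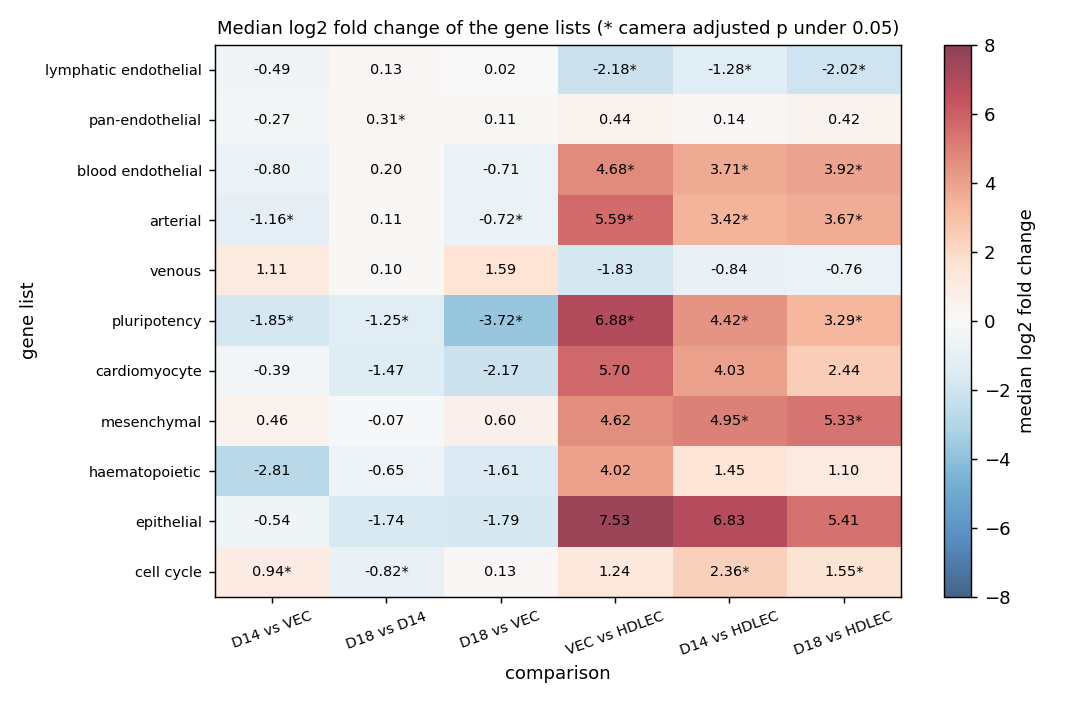
Median log2 fold change of the 11 marker lists (rows) in the 6 comparisons (columns), printed in each cell and coloured, with genes at 0 counts in one group set to their bound; an asterisk marks a camera adjusted p under 0.05. The lymphatic list is at -2.02 and the arterial list at 3.67 in D18 vs HDLEC.

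The distance to HDLEC summarised all 16806 genes in 1 value per library. It was 2.04 ± 0.0437 in VEC, 1.73 ± 0.0922 in D14 and 1.70 ± 0.0396 in D18 (SD, n = 4 each), while each HDLEC library lay 0.524 ± 0.0686 (SD, n = 3) from the mean of the other two. D14 lay 0.31 closer than VEC (difference -0.31, exact permutation p 0.0286, adjusted 0.0429) and D18 0.33 closer (difference -0.33, exact permutation p 0.0286, adjusted 0.0429), in 4 of 4 batches each. This p is the smallest that 4 against 4 libraries allow. D18 and D14 differed by less than the replicate spread (difference -0.023, exact permutation p 0.743, adjusted 0.743), with D18 closer in 1 of 4 batches. Of the alternatives, a prior count of 10 gave the smallest difference on this scale between D14 and VEC (-0.26), with the same adjusted p.

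**Figure D4:**
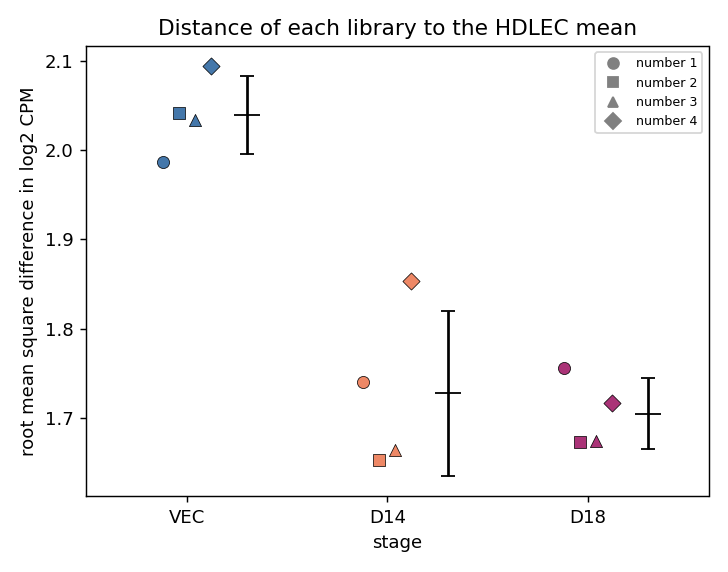
Root mean square difference in log2 CPM of each VEC, D14 and D18 library to the mean of the 3 HDLEC libraries; shape gives the batch, and the bar beside each stage the mean and SD of 4 libraries. Means are 2.04, 1.73 and 1.70.

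The direction of the changes was set against HDLEC. Of the 5465 genes called in D14 vs VEC, 85.1% (95% exact binomial interval 84.2% to 86.1%) changed with the sign of the HDLEC minus VEC difference, and of the 5222 called in D18 vs VEC, 87.8% (86.9% to 88.7%). Simulated HDLEC values with no relation to the change gave means of 54.4% and 54.2%, and over all genes of unchanged groups the shared VEC libraries gave 64.9% and 65.0%. With different VEC libraries in the 2 differences the shares were 84.3% and 85.5% at D14 and 88.5% and 87.2% at D18. Leaving out batch 4 moved them most, to 82.2% and 85.2%, below both intervals. The intervals treat genes as independent and leave out differences between libraries.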

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

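In the groups of 4 libraries, 63 sets of values were examined for a library whose gap to its nearest neighbour took more than 0.829 of the range. Chance alone gives about 3.15 such sets, and 8 were found, 7 of them in batch 4. The tests of batch 4 below were chosen after its separation was seen, except the one on GC content and gene length.

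PECAM1 was low in batch 4 at each stage, at 9.86 log2 CPM in VEC (others 11.13 to 11.15), 9.52 in D14 (others 11.20 to 11.54) and 10.96 in D18 (others 11.94 to 12.10). CDH5 was at 10.18 in D14 batch 4 (others 11.29 to 11.49). The mean of the pan-endothelial list was 7.48 in D14 batch 4 (others 8.53 to 8.56) and that of the arterial list 7.22 in D18 batch 4 (others 8.01 to 8.02). The mean of the cardiomyocyte list was higher in D18 batch 4, at 0.14, than in the others (-1.57 to -1.46). The same batch scored apart on the third principal component.

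Several technical explanations were argued against by the tables. The total count of batch 4 lay outside that of batches 1 to 3 in 1 of the 3 stages. Scaling cannot change rank correlations, yet these were lower between batch 4 and the others than among the others in each stage, with a smallest gap of 0.012. Deviations of batch 4 correlated between stages at 0.559 or more after trends on GC content and gene length were removed, against at most 0.336 between different batch numbers. As measured, with the trends left in, these values were 0.560 and 0.339, so the removal changed them little. An exchange of the D14 and D18 libraries of batch 4 is opposed by direction: of 756 genes called in D18 vs D14 without batch 4, 86.4% (exact binomial interval 83.7% to 88.7%) changed the same way within batch 4. This interval also treats genes as independent. A lower share of endothelial cells as the only difference would move all endothelial genes together, if the other cells lack these genes. In D14, however, the log2 ratio of batch 4 to the others over the 14 more abundant pan-endothelial genes ranged over 3.58, from -3.17 for CLDN5 to 0.40 for ENG, and ENG lay above all of batches 1 to 3 while 12 genes lay below. In VEC and D18 none of the genes with a mean of at least 50 CPM lay above batches 1 to 3, but the ratios also ranged over 1.73 and 3.30. CLDN5 was at -2.18 (SD of batches 1 to 3 0.13) and ENG at -0.080 (SD 0.060) in D18. Below 50 CPM, VWF (0.86) and EMCN (1.48) lay above batches 1 to 3 in VEC.

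What stays open is that batch 4 may have held more cells of other types. In 23 of 24 cases, the 8 epithelial list genes in 3 stages, batch 4 had the highest level. KRT19 was at 467 CPM in VEC batch 4 against 17.9 to 106 CPM in the other batches, EPCAM at 161 against 5.90 to 24.7 CPM, and CDH1 at 264 CPM in D14 batch 4 against 0.464 to 9.20 CPM. The means of the pluripotency, mesenchymal and cardiomyocyte lists were also highest in batch 4 at each stage. For pluripotency they were 4.15 in VEC (others 2.25 to 2.64), 1.69 in D14 (others -0.58 to 0.18) and 0.69 in D18 (others -0.97 to -0.42). The lymphatic and venous means were highest there too, by less, and the remaining lists were not at every stage. The kind of cell is thus not settled. Whether cells of other types carry some of the endothelial genes was not tested. The batch is known only by its number, and beyond the 2 explanations by cell types no biological explanation for it was tested.

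PROX1 was low in VEC batch 1, at 0.95 log2 CPM against 1.85 to 1.96 in the other VEC libraries. In CPM this is 1.82 against 3.50 to 3.78, far below the 294 CPM of HDLEC in each case. No explanation was tested for it, and among 63 sets a single value of this kind is within what chance gives.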

How the results depend on the processing

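No called list, distance or singly named gene changed the direction its test gave under the alternatives tried. The remaining called genes were counted under these alternatives without comparing their directions gene by gene. The median of the pluripotency list in D18 vs D14 went from -1.25 to 0.26 without D14 replicate 4, where it was not called. The medians of the cardiomyocyte (-1.47 to 0.35) and epithelial lists (-1.74 to 1.71) also changed sign in that fit, where neither was called. Leaving out batch 4 and total-count scaling were chosen after the data were seen. RLE size factors left all results on the same side of their threshold.

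The number of genes called in D18 vs D14 depended most on the processing. Against 9 calls, the replicate block gave 385, the fit of D14 and D18 alone 204, DESeq2 668, batch 4 left out 756 and total counts 22; all 9 were called in each of these. It ranged from 0 to 237 across the 8 fits that each left out one replicate: 0 in 6 of them (1752 to 2398 genes at an unadjusted p under 0.05), 8 without D18 replicate 1 and 237 without D18 replicate 4. Why the settings differ was not tested beyond the batch number. The other counts stayed within 1.5 times under every setting except the requirement of an absolute log2 fold change of at least 1, which by its construction left 2390 (D14 vs VEC), 4 (D18 vs D14), 2351 (D18 vs VEC), 5766 (VEC vs HDLEC), 4284 (D14 vs HDLEC) and 3916 (D18 vs HDLEC).

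With each replicate left out in turn, calls ranged from 4113 to 5888 in D14 vs VEC, 4267 to 5475 in D18 vs VEC, 8284 to 9179 in VEC vs HDLEC, 5766 to 6866 in D14 vs HDLEC and 5082 to 6268 in D18 vs HDLEC. The replicate block gave 6707, 6375, 10026, 7632 and 7044. HDLEC libraries share only a number with the others; in the fit with HDLEC the block added calls of FLT4 (0.75 in VEC and 0.66 in D18), CDH5 (0.59 and 0.66), and at D18 PECAM1 (0.69) and LYVE1 (2.61) against HDLEC, and of the pan-endothelial list at D18 (0.67) and the epithelial list at VEC (5.85) and D14 (4.72), the cardiomyocyte (6.92) and the mesenchymal list (4.13) at VEC. These list medians are without bounds, although some list genes were at 0 counts in HDLEC. With all libraries and no block, the cardiomyocyte median in VEC vs HDLEC was 7.07 without bounds and 5.70 with them. Among the other results, genes and lists named singly, the block changed 27 of 129, all of them gaining a call, and changed no other call. Without a filter, 8 of 129 gained and 3 lost a call; without batch 4, 18 of 129 gained one; with only the groups compared, 5 of 128, and with DESeq2, 4 of 65.

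Total counts without a normalization factor shifted the median log2 fold change of all genes by 0.34 in VEC vs HDLEC, 0.18 in D14 vs HDLEC, 0.12 in D18 vs HDLEC, -0.12 in D14 vs VEC and -0.20 in D18 vs VEC. The split of calls moved with it, to 1997 higher and 3767 lower in D14 vs VEC, 1889 and 4307 in D18 vs VEC, 7055 and 2849 in VEC vs HDLEC, 5098 and 2396 in D14 vs HDLEC, 4149 and 2261 in D18 vs HDLEC, and 6 and 16 in D18 vs D14. Statements on how many genes rose or fell are relative to TMM scaling.

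The lists had 24 calls. An estimated correlation left 0 of 66 (12 at an unadjusted p under 0.05), and the lymphatic list against HDLEC (-2.18, -1.28 and -2.02) then lost its call at each stage; a wider allowance for correlated genes is how that test is built. With fry the lymphatic list was called in D18 vs D14 (0.13) and D18 vs VEC (0.016) although its median was near 0, with members going both ways. Leaving out a replicate gave 22 to 26 list calls. Across these fits the lymphatic medians ranged from -2.39 to -2.09 in VEC vs HDLEC, -1.82 to -1.04 in D14 vs HDLEC and -2.20 to -1.75 in D18 vs HDLEC, called each time. Of single genes and lists, the fits that left out a replicate changed the call of 67 and 15 of 972 values, which lost and gained one. PROX1 was called lower in D14 than in VEC without D14 replicate 4 (-3.56), and in D18 than in VEC without D18 replicate 4 (-3.43), the batch in which it was highest.

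The distance to HDLEC kept its direction and side of the threshold for D14 vs VEC and D18 vs VEC under Spearman distance, both prior counts, the filter at 10 CPM and RLE, and ranged from -0.35 to -0.29 and from -0.35 to -0.32 when single libraries were left out. D18 vs D14 ranged from -0.048 to 0.016. The replicate block, permuting signs within batches, has a smallest p of 0.125 with 4 pairs, so it cannot decide (differences -0.31, -0.023 and -0.33).

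Shares of changes toward HDLEC moved by more than their counting interval under some settings and stayed within it under others, such as RLE size factors (85.1% and 87.9%) and different VEC libraries in the 2 differences. All stayed above the simulated 54.4% and 54.2%, and above the 64.9% and 65.0% that shared VEC libraries gave over all genes of unchanged groups. At D14 they were 83.1% with the replicate block, 86.1% without a filter and 82.2% without batch 4, and 83.9% to 86.6% across fits leaving out a replicate. At D18 they were 86.2% with the block, 85.5% at an absolute log2 fold change of at least 1, 85.2% without batch 4, and 86.9% to 88.9% across fits leaving out a replicate. The cause of these moves was not tested.

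Depth limits the genes near 0. PROX1 had 45 counts summed over the 4 D18 libraries and PDPN 102, so their differences between stages rest on few counts.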

Other observations

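The split counts and the tests of the batch number, MMRN1 and PROX1 were set out after their values had been seen; those of HOX genes, the fetal-type list and GC content with gene length were written before.

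Splits of the same libraries into other groups were counted for each comparison. Of 35 splits, only the real one (1 split) gave as many called genes in D14 vs VEC, D18 vs VEC, VEC vs HDLEC, D14 vs HDLEC and D18 vs HDLEC. In D18 vs D14, 2 of 35 splits gave 9 or more. The other, with D14 replicate 1 beside D18 replicates 1, 2 and 3, gave 279; it parts 2 of the 4 batches, while among the 8 splits that part all 4 only the real one gave as many. With the batch number as a block, 1 of those 8 splits, the real one, gave 385 calls and the other 7 gave 0, a number of splits too small to reach a share under 0.05. Differences between batches shared by D14 and D18 are a candidate explanation for the few calls without the block. With the batch number in the fit, 385 genes were called. Simulated shifts of that kind lowered recovery to 2.5%, from 86.0% without added shifts. Their size was chosen rather than estimated, and they were added to dispersions that already held the real batch differences. The 2.5% therefore does not show how far the real differences hide changes.

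MMRN1 rose toward HDLEC between VEC and D18, as FOXC2 did, while PROX1, PDPN and RELN were not called higher. Its D18 mean was 24.7% of the HDLEC mean. A minority of HDLEC-like cells among cells without MMRN1 would carry PROX1, PDPN, RELN and TBX1 in the same proportion, but these reached 0.213%, 0.150%, 0.199% and 0.513% of their HDLEC means. In batches 1 to 3 MMRN1 stood at 30.0%, PROX1 at 0.0993% and PDPN at 0.00592%. A failure to count PROX1 and PDPN is excluded by HDLEC, where the lowest value of either gene was 269 CPM. MMRN1 expression without PROX1 in the differentiating cells may therefore be a property of those cells, a hypothesis from the same data that found it (PROX1 at 0.213% and MMRN1 at 24.7% of HDLEC, with none of the 4 genes above 0.513%).

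GC content and gene length were weighed for the calls. After loess trends on both were removed, 84.7% of the 5465 genes called in D14 vs VEC stayed called in the same direction, 81.3% of the 385 called in D18 vs D14 with the block, and 87.5% of the 6296 called in D18 vs HDLEC. The correction moved fold changes by a median of 0.09, 0.04 and 0.16 (log2). It also moved the split in D18 vs HDLEC to 2665 higher and 3933 lower, from 3447 and 2849, that in D14 vs VEC to 2848 and 2341, from 2714 and 2751, and that in D18 vs D14 with the block to 220 and 167, from 253 and 132. With the replicate block in D14 vs VEC, 88.5% of 6707 stayed. These trends thus do not account for most calls in these comparisons, although the balance of higher and lower genes depends on them. VEC vs HDLEC, D14 vs HDLEC, D18 vs VEC and D18 vs D14 without the block were not corrected in this way.

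HOX genes, which mark position along the body, were compared between D18 and HDLEC under the hypothesis that they differ more often than other genes. Of 23 HOX genes tested, 18 were called (78.3%), 5 higher and 13 lower in D18. Random lists of like mean expression gave a median of 39.1% and 21.7% to 56.5% between the 5th and 95th percentiles, and the observed share lay at percentile 99.995 of 10000 lists. HOX genes of one cluster are regulated together and are not independent, so the percentile overstates the evidence. Of all 39 HOX genes in the files, 11 averaged at least 1 CPM in D18 and 21 in HDLEC. Origin, culture and maturity of the cells all differ between these groups and cannot be separated here. The pattern is consistent with a different positional identity of the 2 cell sources, which is untested.

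A list of 10 genes known from fetal-type programmes was written before its values were seen. Its median log2 fold change in D18 vs HDLEC was 5.78, at percentile 100 of 10000 random lists of like mean expression (5th to 95th percentile -0.37 to 0.33); 8 of 10 genes were called higher and 0 lower. DLK1 was at 0 counts in HDLEC, and setting it to its bound left the median at 5.78. IGF2BP1 was at 260 CPM in D18 and 2.30 CPM in HDLEC (log2 fold change 6.82, SE 0.26, adjusted p 2.19e-09), and HMGA2 at 278 and 40.5 CPM (2.78, SE 0.59, adjusted p 0.00230). IGF2BP2 (182 and 178 CPM) did not differ, and PEG10 was lower without being called (85.4 and 173 CPM). H19 rose from 56.4 CPM in VEC to 577 CPM in D18, and IGF2 from 13.1 to 289 CPM, while TRIM71 fell from 162.6 to 2.53 CPM, LIN28B from 57.5 to 25.4 CPM and IGF2BP1 from 399 to 260 CPM. These group means thus moved from VEC in both directions, and no test of these genes between VEC and D18 is given here. The random lists treat the 10 genes as independent, which was not checked, so the percentile may overstate the evidence. The result at D18 (percentile 100) is consistent with fetal-type expression in the differentiated cells, as a hypothesis; a difference in cell source or culture gives the same result and was not tested.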
